# Neurogenic differentiation factor NeuroD confers protection against radiation-induced intestinal injury in mice

**DOI:** 10.1038/srep30180

**Published:** 2016-07-20

**Authors:** Ming Li, Aonan Du, Jing Xu, Yanchao Ma, Han Cao, Chao Yang, Xiao-Dong Yang, Chun-Gen Xing, Ming Chen, Wei Zhu, Shuyu Zhang, Jianping Cao

## Abstract

The gastrointestinal tract, especially the small intestine, is particularly sensitive to radiation, and is prone to radiation-induced injury as a result. Neurogenic differentiation factor (NeuroD) is an evolutionarily-conserved basic helix-loop-helix (bHLH) transcription factor. NeuroD contains a protein transduction domain (PTD), which allows it to be exogenously delivered across the membrane of mammalian cells, whereupon its transcription activity can be unleashed. Whether NeuroD has therapeutic effects for radiation-induced injury remains unclear. In the present study, we prepared a NeuroD-EGFP recombinant protein, and explored its protective effects on the survival and intestinal damage induced by ionizing radiation. Our results showed that NeuroD-EGFP could be transduced into small intestine epithelial cells and tissues. NeuroD-EGFP administration significantly increased overall survival of mice exposed to lethal total body irradiation (TBI). This recombinant NeuroD also reduced radiation-induced intestinal mucosal injury and apoptosis, and improved crypt survival. Expression profiling of NeuroD-EGFP-treated mice revealed upregulation of tissue inhibitor of metalloproteinase 1 (TIMP-1), a known inhibitor of apoptosis in mammalian cells. In conclusion, NeuroD confers protection against radiation-induced intestinal injury, and provides a novel therapeutic clinical option for the prevention of intestinal side effects of radiotherapy and the treatment of victims of incidental exposure.

The application of radiation and radioactive compounds in agricultural and medical technologies have afforded enormous benefits to humankind, but overexposure to the ionizing radiation can cause acute radiation syndrome (ARS), posing a complex medical challenge^1^. Furthermore, ARS may arise from the fallout of nuclear accidents and terrorism, necessitating an improvement in our understanding and treatment^2^. Whilst the molecular etiology underlying ARS remains complex and largely unknown, a few radioprotective drugs have proved successful in clinical practice. Amifostine (WR-2721; (2-(3-aminopropylamino) ethylsulphanyl phosphonic acid) is an organic thiophosphate cytoprotective agent, and was the first radioprotective drug applied in clinical practice. Furthermore, a combination of pentoxifylline and tocopherol has demonstrated potential as radioprotectors or radiomitigators^3^. Nevertheless, these radioprotective drugs may induce severe side effects in patients, limiting their application. Therefore, exploring the molecular events of ARS, and developing effective therapeutic treatments, is urgently needed to improve the outcomes of radiation-induced injuries.

The gastrointestinal tract, especially the small intestine, is particularly sensitive to radiation, rendering it vulnerable to the effects of collateral radiation from the radiotherapeutic treatment of abdominal and pelvic cancers^4^,^5^. Histologically, overexposure to ionizing radiation (IR) may result in the shortening of villi, disruption to the mucosal architecture, or even apoptosis and necrosis of the intestinal crypts^6^. The effects may manifest clinically as vomiting, diarrhea, malabsorption and radiation enteritis^7^. Currently, there are no effective clinical treatments for radiation-induced intestinal injury.

Transcription factors are essential to multiple physiological and pathological processes, serving as molecular switches that turn specific sets of genes on or off^8^. The neurogenic differentiation factor (NeuroD), also known as β-cell E-box Trans-activator 2 (BETA2), is an evolutionarily-conserved basic helix-loop-helix (bHLH) transcription factor^9^. The human NeuroD gene is located in the chromosome 2q32, and is highly expressed in pancreatic, intestinal and brain tissues^10^. Murine NeuroD is 88.5% identical to the human counterpart. NeuroD has been demonstrated to regulate multiple genes involved in cell cycle progression, cell fate determination and cellular differentiation^11^,^12^,^13^. Consequently, the knockout of NeuroD in mice defects pancreatic morphogenesis^14^ and causes neural defects in the granule layers of the cerebellum and hippocampus^15^, indicating that this gene is critical in individual development. The expression of NeuroD is also required during the earliest stages of islet formation development and for the secretion of insulin in mature β-cells upon glucose stimulation^11^,^12^,^13^. Additionally, NeuroD contains its own protein transduction domain (PTD), enabling it to cross the membrane of mammalian cells^16^,^17^. The arginine- and lysine-rich 14 Aa peptide ‘KPKRRGPKKKKMTK’ and the C-terminal amphipathic helix in the bHLH domain are essential for the protein transduction capability of NeuroD. The internalized NeuroD protein still preserves its transcription activity^16^,^17^.

Our previous research demonstrated that supplementation of exogenous NeuroD protein can be transduced into the small intestine epithelium cells post intraperitoneal injection, thereby alleviating the symptoms of diabetes mellitus within a mouse model induced by enteric expression of insulin^18^. Thus, the possibility that intestinal NeuroD is modulated by radiation, and the use of NeuroD for the therapeutic treatment of radiation-induced intestinal injury, remain unclear. In this study, we synthesized a NeuroD-EGFP recombinant protein and explored its role in radiation-induced damage. Our results showed that NeuroD-EGFP administration significantly increased the overall survival of mice exposed to lethal total-body irradiation (TBI) and ameliorated radiation-induced intestinal mucosal injury by upregulating anti-apoptotic tissue inhibitor of metalloproteinase 1 (TIMP-1).

## Results

### Induction of NeuroD expression following different doses of radiation

To investigate whether NeuroD expression is altered in response to radiation, C57BL/6J mice were exposed to different doses of TBI, whereupon the small intestines were collected and the expression of NeuroD was determined 6 h after irradiation. The results revealed that NeuroD was expressed in the central lacteal villi of the small intestine. Treatment with 8 and 11 Gy irradiation markedly increased the expression of NeuroD protein in the intestine of mice relative to the sham irradiated control mice (Fig. 1). The increased NeuroD was distributed in the crypts and epithelia of mice small intestines. These results suggested that NeuroD may be involved in the response of the murine small intestine to irradiation.

### Preparation of NeuroD-EGFP and its transduction into small intestine epithelium cells and tissues

To explore the potential role of NeuroD in radiation response, purified NeuroD protein was fused with EGFP at the C-terminal to obtain a NeuroD-EGFP fusion protein. As presented in Fig. 2A, this fusion protein was expressed at a very high level and was present in the supernatant of the whole cell lysate. The fusion protein was purified by affinity chromatography, and subsequently confirmed by Western blot (Fig. 2B).

Next, we examined the impact of NeuroD-EGFP transduction into the IEC-6 rat jejunal crypt cell line. The fluorescence activity of EGFP was used to track the location of the NeuroD protein. After seeding, culture medium of IEC-6 cells was added to either EGFP or NeuroD-EGFP. Five hours post incubation, the IEC-6 cells treated with natural EGFP showed a weak EGFP signal, whereas IEC-6 cells treated with NeuroD-EGFP showed increase in the intracellular localization of EGFP, as determined by fluorescence microscopy (Fig. 2C), indicating that NeuroD-EGFP fusion protein can be transduced into IEC-6 cells.

We further tested whether the NeuroD-EGFP fusion protein can preserve its transduction activity *in vivo*. Eight-week old C57BL/6J mice were injected intraperitoneally with NeuroD-EGFP protein (0.5 μmol/kg) or an equivalent dose of EGFP protein for negative controls. Five hours later, the C57BL/6J mice were sacrificed, and the 5-μm frozen sections of the small intestine were prepared and then analyzed for the intensity of EGFP. The small intestine of the EGFP-treated mice showed weak EGFP signal, whereas marked fluorescence was found in the small intestine of NeuroD-EGFP treated mice (Fig. 2D). These results indicate that NeuroD-EGFP can be transduced into the small intestine epithelium cells *in vivo*.

### NeuroD-EGFP improves survival of mice after lethal doses of irradiation

To investigate the effect of NeuroD-EGFP protein on the survival of irradiated mice, NeuroD-EGFP was immediately administered intraperitoneally into C57BL/6J mice treated with varying doses of TBI. Animal survival was monitored for up to 30 days. TBI at 8 Gy proved fatal in 100% of C57BL/6J mice treated with PBS or EGFP within 15 days, whereas treatment with NeuroD-EGFP significantly improved the survival rate and prolonged survival time of C57BL/6J mice (*P* < 0.05; Fig. 3A,B). However, the protective role of NeuroD-EGFP protein had on survival failed when the radiation dose was increased to 9 Gy (see Supplementary Fig. S1). It is known that exposure to TBI induced signs of radiation sickness, including diarrhea, black stools and weight loss^19^,^20^. NeuroD-EGFP administration alleviated radiation-induced weight loss in mice (Fig. 3C).

### NeuroD-EGFP mitigates intestine structural injury induced by TBI

To examine the putative role NeuroD-EGFP protein has in protecting against radiation induced intestinal injury, we compared the histological manifestations within the small intestines of NeuroD-EGFP treated or untreated mice post 9 Gy TBI. At day 3.5, evidence of mucosal architecture destruction, such as villous denudation and crypt atrophy, was observed in the small intestine of PBS- or EGFP-treated mice, whereas the crypt-villi structures of the small intestine were preserved in NeuroD-EGFP-treated mice (Fig. 4A). Crypt-villi architecture restored in each group on day 7 post TBI (see Supplementary Fig. S2).

Villus heights, crypt depths and crypts per circumference at 3.5 days post TBI were also measured. Villus heights of PBS- or EGFP-treated mice reduced significantly following TBI compared to those of the sham-irradiated mice. Treatment with NeuroD-EGFP dramatically attenuated the radiation-induced reduction in villus heights (PBS: 132.08 ± 27.75 μm; EGFP: 151.98 ± 22.65 μm; NeuroD-EGFP: 250.68 ± 25.94 μm; *P* < 0.05; Fig. 4B). Crypt depths in the NeuroD-EGFP-treatment group (101.72 ± 11.43 μm) were greater than that in PBS (63.85 ± 12.28 μm) or EGFP treated mice (72.29 ± 16.91 μm; *P* < 0.05; Fig. 4C). There was a dramatic decrease in crypts per circumference in mice treated with PBS or EGFP compared with sham-irradiated mice, whereas NeuroD-EGFP-treated mice showed more crypts per circumference than that in the PBS or EGFP treatment groups (*P* < 0.05; Fig. 4D). Taken together, these findings indicate that NeuroD-EGFP administration protects against radiation-induced intestine structural injuries. Though, NeuroD-EGFP administration had no effect on the survival of C57BL/6J mice receiving 9 Gy TBI.

### NeuroD-EGFP promotes cell proliferation and reduces apoptosis in intestinal crypts after 9 Gy TBI

The small intestinal sections were examined by immunohistochemistry using an antibody against Ki67 to assess the proliferation of crypt epithelial cells at 3.5 days post TBI. We observed an average of 13.83 and 15.83 Ki67-positive cells per crypt in PBS- and EGFP-treated mice, respectively. In the NeuroD-EGFP treated mice, an average of 36.55 Ki67-positive cells per crypt were observed (*P* < 0.001; Fig. 5A,B). Furthermore, TUNEL assay was performed to examine cell death of crypt epithelial cells in the small intestine at 6 h post TBI. As presented in Fig. 5C,D, the number of TUNEL-positive cells per field in NeuroD-EGFP treated mice was significantly lower than that in PBS- and EGFP-treated mice (*P* < 0.001). Thus, NeuroD-EGFP administration could promote crypt cell proliferation and reduce radiation-induced crypt cell death.

### NeuroD-EGFP ameliorates radiation-induced intestinal injury by upregulating anti-apoptotic TIMP-1

To understand the underlying mechanisms responsible for NeuroD-EGFP-mediated protection from radiation-induced injury in murine radiosensitive intestinal tissues, we profiled gene that were differentially expressed in the small intestine in response to systemic administration of NeuroD-EGFP. C57BL/6J mice were treated intraperitoneally with NeuroD-EGFP or EGFP immediately after 9 Gy TBI. 

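The array data cover jejunum RNA from 6 male C57BL/6J mice aged 8 weeks, of which 3 received EGFP and 3 received NeuroD-EGFP after 9 Gy TBI, each as 100 µl of 0.1 mM protein given intraperitoneally. NeuroD-EGFP joins NeuroD, a basic helix-loop-helix transcription factor of neurons, pancreatic islets and enteroendocrine cells, to enhanced green fluorescent protein, and EGFP alone was the control protein. RNA of the jejunum at 12 h was copied into Cy3-labelled cRNA and hybridized to Illumina Mouse WG-6 beadchips, which read each transcript by oligonucleotide probes on beads, with 1 array per mouse. The deposited signals are intensities of 45281 probes, already background-subtracted, with a detection p-value per probe and array that sets it against the array's negative control beads. A probe was taken as detected at a detection p-value under 0.05, which held for 18439, 18271 and 20408 probes in EGFP mice 1 to 3 and for 19290, 18913 and 18619 probes in NeuroD-EGFP mice 1 to 3. The arrays differed in brightness. The 75th percentile of the signal was 122, 98.0 and 103 in the EGFP mice and 94.2, 90.1 and 80.3 in the NeuroD-EGFP mice. The authors' second table holds log2 of these intensities, with signals at or below 0 replaced by 16 and no scaling between arrays. Here the intensities were background-corrected from the detection p-values, quantile-normalized and put on the log2 scale (neqc in limma, offset 16). The 19099 probes detected on at least 3 of the 6 arrays were tested with limma, with Benjamini-Hochberg adjustment over all of them, and each of 10777 genes is reported by its brightest tested probe. All differences are NeuroD-EGFP minus EGFP, and the number of arrays limits their precision.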

Twelve hours after the treatments, jejunum tissues were collected and microarrayed for more than 45,200-transcript assay probes. The results revealed a total of 231 differentially-expressed genes (*P* < 0.05) between EGFP- and NeuroD-EGFP treated mice. Among them, 21 genes were upregulated and 210 genes were downregulated (Fig. 6A–C and Table 1). 

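Among genes higher in the NeuroD-EGFP mice, the lowest unadjusted p-values belonged to Wdr92, Spns3, Saa3, Chil1, Igfbp6, Slpi, Pdia2, Lcn2, Kpna6 and Timp1. Saa3, an acute phase serum amyloid, had a mean log2 intensity of 7.92 ± 0.55 (SD, n = 3) with EGFP and 10.27 ± 0.35 (SD, n = 3) with NeuroD-EGFP, a log2 fold change of 2.34 (standard error 0.30). Igfbp6, a binding protein of insulin-like growth factors, had a log2 fold change of 1.66 (standard error 0.25) and was detected in 1 EGFP mouse and in all 3 NeuroD-EGFP mice. Wdr92 had the lowest p of all genes, with a log2 fold change of 1.57 (standard error 0.16), while its second tested probe gave 0.22 (standard error 0.28). Spns3 and Kpna6 were not above background in any EGFP mouse, and their signal with NeuroD-EGFP was at least 1.98-fold and at least 1.53-fold higher, set against the lowest signal among detected probes. Among genes lower in the NeuroD-EGFP mice, the lowest p-values belonged to Tspan12, Cdh24, Atf3, AA467197, Oxct1, Slc13a1, 4930519G04Rik, Etnk1, Ces2d-ps and Oit1. Atf3, a stress-induced transcription factor, had a log2 fold change of -1.09 (standard error 0.19), and Oxct1, an enzyme of ketone body use, one of -0.91 (standard error 0.17). Cdh24 was not above background in any NeuroD-EGFP mouse, a signal at least 1.33-fold lower, and its second probe was detected in no mouse. The tested probe of 4930519G04Rik was also undetected in the NeuroD-EGFP mice, but another of its probes was detected in 1 of them, so no bound is given.
None of these genes, and none of the 10777 tested, passed an adjusted p of 0.05 from limma. The smallest adjusted p was 0.40, that of Wdr92. At an unadjusted p under 0.05 there were 237 genes higher and 276 lower, 513 in all, where 5% of the tested genes is 539. The methods' t-test on the same values gave 616 genes under that unadjusted threshold and none after adjustment. Without the third EGFP mouse, 14 genes were higher and 2 lower at an adjusted p under 0.05 from limma, among them Slpi, Igfbp6, Lcn2, Wdr92 and Saa3.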

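Several of the upregulated genes of Table 1 encode secreted proteins of inflammation and innate defence. Slpi, a secreted inhibitor of leukocyte proteases, was 6.06-fold higher with NeuroD-EGFP (log2 fold change 2.60, standard error 0.40), and Lcn2, an iron-sequestering lipocalin of innate defence, 4.29-fold higher (log2 fold change 2.10, standard error 0.34). Chil1, which Table 1 lists as Chi3l1, had a log2 fold change of 1.52 (standard error 0.21), the glucose transporter family member Slc5a4b one of 2.04 (standard error 0.53), and Sfrp5, a secreted Wnt antagonist, one of 1.34 (standard error 0.32). On the downregulated side, the glutathione transferases Gsta1 and Gsta2 had log2 fold changes of -1.64 (standard error 0.35) and -1.77 (standard error 0.42). Their transcripts are near-identical, so a probe for either can read both. Ces1f, a carboxylesterase listed as AU018778, had a log2 fold change of -1.71 (standard error 0.47), and Gm5431, listed as EG432555, one of -1.38 (standard error 0.46). The interferon-induced Rsad2 had -2.06 (standard error 0.70) and Dhx58, listed as D11Lgp2e, -0.99 (standard error 0.53) with its brightest probe and -1.39 (standard error 0.64) with the probe of Table 1. In both, the EGFP and NeuroD-EGFP mice overlapped, as they did in Amy2a5, whose probe carries the value listed for Amy2-2 and which had a log2 fold change of -1.29 (standard error 0.68), and in Slc16a9, with -1.50 (standard error 0.68). Single control mice carry much of these values. Without EGFP mouse 1 the log2 fold changes were -1.30 for Rsad2, -0.37 for the brightest Dhx58 probe, -0.68 for Slc16a9 and -0.82 for Gm5431, and without EGFP mouse 2 that of Amy2a5 was -0.43.
Each of the 20 values of Table 1 equals the difference of mean log2 values of 1 probe in the authors' table, to within 1e-05, so the column is on the log2 scale. After normalization all 20 probes kept their direction, 17 had an unadjusted p of at most 0.05, and none passed an adjusted p of 0.05 from limma. These genes were chosen by the study on the same 6 mice. With p at most 0.05, unadjusted, and at least a 2-fold change, 34 genes were higher and 26 lower with NeuroD-EGFP, and leaving out 1 mouse gave 19 to 102 higher and 19 to 85 lower. In the authors' values without scaling between arrays, 30 genes were higher and 203 lower by the same test, and the median log2 difference of all tested probes was -0.27.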

The expression patterns of four representative genes (two upregulated genes Enpp7 and Mbl2, and two downregulated genes Slc13a1 and Slc40a1) were determined by qRT-PCR. 

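On the arrays, Enpp7, an alkaline sphingomyelinase of the intestinal brush border, had a mean log2 intensity of 6.59 ± 1.95 (SD, n = 3) in EGFP mice and 10.39 ± 0.62 (SD, n = 3) in NeuroD-EGFP mice. Its log2 fold change was 3.80 (standard error 0.89), and 2 further probes gave 3.13 (standard error 0.68) and 1.47 (standard error 0.26). The EGFP mice spread widely, from 4.83 in mouse 1, where the probe was not detected, to 8.68 in mouse 2. Mbl2, a mannose-binding lectin of the complement system, was 8.01 ± 2.21 (SD, n = 3) with EGFP and 11.16 ± 0.29 (SD, n = 3) with NeuroD-EGFP, a log2 fold change of 3.15 (standard error 0.97). Its lowest value was 5.66, in EGFP mouse 3, without which the log2 fold change was 1.98. Slc13a1, a sodium-sulfate cotransporter, was 9.75 ± 0.76 (SD, n = 3) with EGFP and 6.45 ± 1.22 (SD, n = 3) with NeuroD-EGFP, a log2 fold change of -3.31 (standard error 0.63), and was not detected in NeuroD-EGFP mouse 3. Slc40a1, the iron exporter ferroportin, was 10.79 ± 1.71 (SD, n = 3) with EGFP and 8.19 ± 0.31 (SD, n = 3) with NeuroD-EGFP, a log2 fold change of -2.60 (standard error 0.76). Its highest value was 12.66, in EGFP mouse 1, without which the log2 fold change was -1.66. In all 4 genes every NeuroD-EGFP mouse lay outside the range of the EGFP mice, which happens by chance in 10% of unselected genes with 3 mice against 3. These 4 are genes of Table 1, chosen by the study on the same mice, so their separation is not independent evidence. None passed an adjusted p of 0.05 from limma (adjusted p = 0.80, 0.92, 0.76 and 0.92, in the order given).

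**Figure D1:**
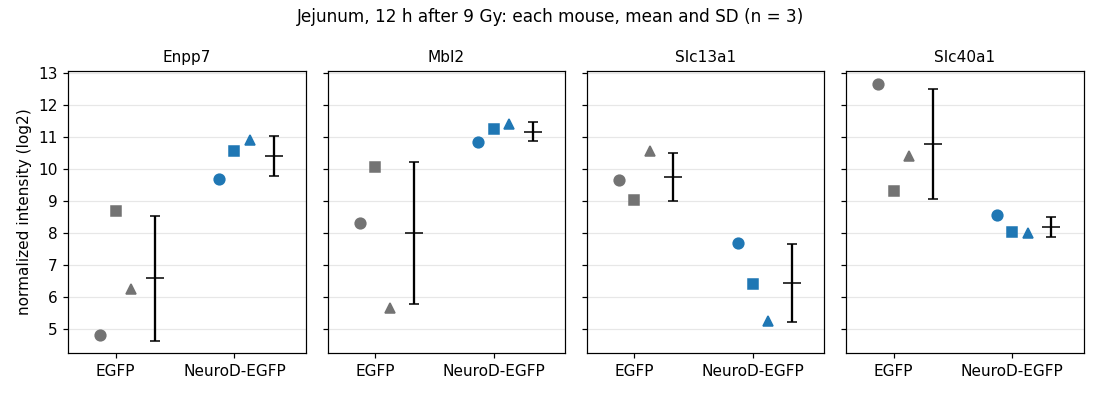
Normalized log2 intensity (vertical axis) of Enpp7, Mbl2, Slc13a1 and Slc40a1 in jejunum, with 1 symbol per mouse (circle, square and triangle for replicates 1, 2 and 3), grey for EGFP and blue for NeuroD-EGFP, and the mean with SD at the right of each group. The 3 NeuroD-EGFP mice lie above the EGFP mice for Enpp7 and Mbl2 and below them for Slc13a1 and Slc40a1, with Mbl2 ranging from 5.66 to 10.06 among the EGFP mice.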

The expression of Slc40a1, Enpp7 and Mbl2 in the four tested genes was consistent with the microarray assay (Fig. 6D).

Among these differentially expressed genes, Timp-1 (over 5-fold upregulation), a known inhibitor of apoptosis in mammalian cells, was studied further. 

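Timp1, on chromosome X in Table 1, encodes a secreted inhibitor of matrix metalloproteinases and has 2 tested probes. The brighter one had a mean log2 intensity of 6.40 ± 0.38 (SD, n = 3) with EGFP and 7.63 ± 0.12 (SD, n = 3) with NeuroD-EGFP, a 2.34-fold difference (log2 fold change 1.23, standard error 0.21). The probe of Table 1 had 5.69 ± 0.74 (SD, n = 3) with EGFP and 7.50 ± 0.22 (SD, n = 3) with NeuroD-EGFP, a 3.50-fold difference (log2 fold change 1.81, standard error 0.35). In the authors' values the latter probe differed by 2.33 on the log2 scale, which is 5.03-fold, and its signal in EGFP mouse 2, 7.27, was not above background. With both probes each NeuroD-EGFP mouse was above each EGFP mouse. Neither passed an adjusted p of 0.05 from limma (0.76 for both). Of 15 tested genes that encode matrix metalloproteinases, their TIMP inhibitors and related ADAM proteases, Timp1 alone passed when adjusted over the list alone, and none passed over all genes. Timp1 was known from Table 1, on the same mice, when the list was written, so its pass is not independent evidence. Adam17, a protease that sheds membrane proteins, had the next lowest p, with a log2 fold change of -0.28 (standard error 0.14).

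**Figure D2:**
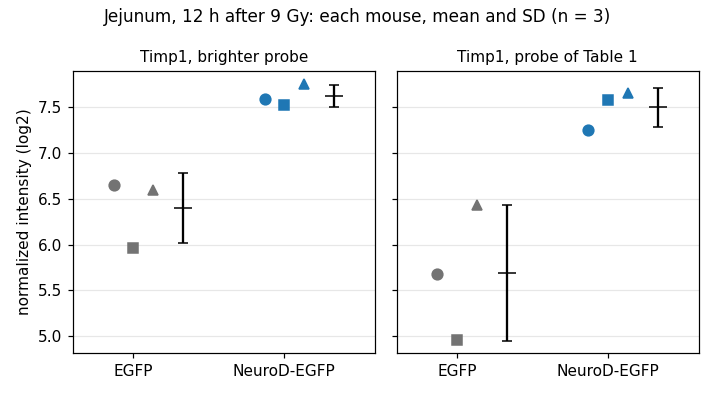
Normalized log2 intensity (vertical axis) of the 2 tested Timp1 probes in jejunum, with 1 symbol per mouse (circle, square and triangle for replicates 1, 2 and 3), grey for EGFP and blue for NeuroD-EGFP, and the mean with SD at the right of each group. The NeuroD-EGFP mice lie above the EGFP mice with both probes, by 1.23 and 1.81 on the log2 scale.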

We confirmed the upregulation of TIMP-1 in response to NeuroD-EGFP administration by immunohistochemistry analysis (Fig. 6E). Taken together, these results suggest that NeuroD-EGFP administration protects gut mucosal tissue from irradiation-induced apoptosis via TIMP-1.

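The arrays also measured genes of cell death and cell division in the same jejunum samples. Of 23 tested pro-apoptotic genes, 13 had a positive and 10 a negative log2 fold change and none passed an adjusted p of 0.05. The lowest p-values were those of Fas, a death receptor, with -0.36 (standard error 0.15), and Bok, a BCL2 family member, with 0.64 (standard error 0.27). Of 17 tested anti-apoptotic genes none passed. Api5, an apoptosis inhibitor, had a log2 fold change of -0.36 (standard error 0.15), and Naip5, of the inhibitor of apoptosis family, one of 0.54 (standard error 0.27), which ranged from 0.32 without EGFP mouse 1 to 0.84 without EGFP mouse 3. Of 27 tested targets of p53, the main transcription factor of the DNA damage response, none passed, with Trp53inp1 at -0.46 (standard error 0.17) and Aen at 0.46 (standard error 0.18). The lists had median log2 fold changes of 0.06, -0.07 and 0.06, and limma's camera gave adjusted p = 0.73, 0.76 and 0.89 over 37 gene lists. Proliferation genes were lower as a list (29 genes, median -0.12, camera adjusted p = 0.023), though none passed singly and the call was lost with an estimated correlation (adjusted p = 0.69), in the authors' values and without EGFP mouse 1, NeuroD-EGFP mouse 2 or NeuroD-EGFP mouse 3. Without EGFP mouse 1 its median less that of all genes was -0.0083. Rrm2, a ribonucleotide reductase subunit, had a log2 fold change of -0.73 (standard error 0.31), and Nusap1, a spindle protein, one of -0.34 (standard error 0.18), and without EGFP mouse 1 these were -0.42 and -0.20. Endogenous Neurod1 had a log2 fold change of -0.15 (standard error 0.23), and 0.0095 without EGFP mouse 2. From the upregulation of Timp1 on the arrays and its protein staining in Fig. 6E, the paper proposes that NeuroD-EGFP protects the gut mucosa from apoptosis after irradiation through TIMP-1. Its evidence for less cell death and more proliferation is TUNEL staining at an earlier time and Ki67 staining of crypts at a later one. The arrays read RNA of jejunum tissue at 12 h, so the lists above do not test those counts.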

## Discussion

The availability of agents to prevent or mitigate radiation-induced injuries is crucial for improving radiation therapy and our response to nuclear accidents^1^,^2^. At present, amifostine is the only cytoprotective agent approved by FDA for the prevention of radiation toxicity in humans^20^. The drug is usually administered before radiation, and causes many side effects, including hypocalcemia, hypotension, diarrhea, nausea, vomiting, immune hypersensitivity syndrome, erythroderma and anaphylaxis, which limit its application in the clinic^21^,^22^. Herein, we provide evidence that NeuroD is protective against radiation-induced intestinal injury when administered after radiation exposure, thereby providing a putative therapeutic option for the treatment of victims of accidental irradiation.

The small intestine is particularly radiosensitive, and yet there are no effective prophylactic or therapeutic treatments for IR-induced intestinal injury. In the present study, we found that the expression of NeuroD was induced in the small intestine of mice after radiation. We therefore purified a NeuroD-EGFP fusion protein from a bacterial system. The recombinant NeuroD-EGFP protein could be rapidly, and efficiently, transduced into the small intestinal epithelium cells *in vitro* and *in vivo*. Further experiments indicated that the fusion protein significantly enhanced survival of mice exposed to lethal TBI, reduced radiation-induced villous denudation and crypt atrophy, and protected intestinal mucosal architecture. Although the biological role of the PTD in endogenous NeuroD is still unknown, the bHLH PTD can mediate the internalization of exogenous NeuroD into target cells. Unlike vector- or virus-mediated gene editing, the application of recombinant proteins such as NeuroD can be well controlled in terms of application time and dosage, therefore avoiding unexpected adverse effects.

To understand the molecular mechanism of NeuroD-EGFP mediated radioprotection against radiation-intestinal injury, microarray analysis was performed, whereupon 21 upregulated and 210 downregulated genes were identified. As expected, NeuroD seems to exert its protective role via complex mechanisms affecting multiple genes and pathways, including TIMP-1. TIMP-1 has been reported to inhibit most of the known matrix metalloproteinases (MMPs), a group of proteases involved in the degradation of the extracellular matrix^22^. Moreover, TIMP-1 is able to promote cell proliferation in a wide range of cell types, including fibroblasts, keratinocytes, chondrocytes, epithelial cells, breast carcinoma cells and various leukemic cell lines^23^,^24^,^25^. Mechanistically, TIMP-1 promotes cell proliferation by activating the Ras/Raf/MAPK^26^,^27^ and PI3K/Akt pathways^28^. Beyond these activities, TIMP-1 has shown an anti-apoptotic function in different types of cells, including lymphoma cells, pancreatic islets, granulocytes and endothelial cells^29^,^30^,^31^,^32^. Multiple signaling pathways, including FAK/PI3K, ERK, JNK and NF-κB, were involved in the suppression of apoptosis by TIMP-1^30^,^33^,^34^,^35^. The pro-proliferative and anti-apoptotic activities of TIMP-1 may be at least partially responsible for the NeuroD-mediated reduction of cell apoptosis and augmentation of cell proliferation in intestinal crypts after 9 Gy TBI. Then, the question is how NeuroD regulates TIMP-1. NeuroD as a transcription factor that mediates transcriptional activation by binding to the E box of promoters with 5′-CANNTG-3′ consensus sequences^6^,^36^,^37^. However, this NeuroD binding motif was not found in the proximal promoter of TIMP-1, indicating that NeuroD may activate TIMP-1 indirectly. Consequently, the mechanism(s) enabling NeuroD to regulate TIMP-1 needs further investigation.

Stem cells of adult tissues are responsible for maintaining tissue homeostasis and regeneration following genotoxic stress or injuries^38^. Active intestinal stem cells contribute robustly to homeostatic regeneration, and are quantitatively ablated by irradiation. NeuroD has been reported to regulate the terminal differentiation of stem cells in various tissues. NeuroD, for example, was originally identified as a neurogenic differentiation factor in Xenopus^7^. Furthermore, NeuroD is indispensable for the differentiation of pancreatic stem cells^39^, induces differentiation of bone marrow mesenchymal stem cells into insulin-producing cells under given conditions^40^, and its upregulation via the bHLH transcription factor neurogenin 3 (Neurog3) appears to initiate endocrine differentiation in the gastrointestinal tract^41^. In this study, the protective role of NeuroD may be attributed partially to its stimulating role in the proliferation and partial differentiation of intestinal stem cells. However, we found that the PTD from NeuroD did not show specificity to certain types of cells. Innovation of an intestinal stem cell-specific delivery of the radioprotective NeuroD will be meaningful for the treatment of radiation-induced intestinal injury.

In conclusion, NeuroD confers protection against radiation-induced intestinal injury, and provides a therapeutic clinical option for the prevention of intestinal side effects of radiotherapy and the treatment of victims of incidental radiation exposure.

## Materials and Methods

### Construction of the NeuroD-EGFP expression vector

The NeuroD-EGFP (enhanced green fluorescent protein) expression vector was constructed according to the method described previously^18^. Briefly, the full-length NeuroD cDNA was amplified from mouse tissue by PCR. The PCR products were digested with BamHI and SalI, and inserted into BamHI and NotI sites of a pET-32a vector (Novagen, Madison, USA), along with the EGFP fragments, to generate a pET-32a-NeuroD-EGFP plasmid. The plasmid was confirmed by sequencing.

### Expression and purification of fusion protein

The constructed pET-32a-NeuroD-EGFP plasmid was transformed into an *Escherichia coli* BL-21 (DE3) strain, and then the successful transformants were selected on a LB plate containing ampicillin. When the OD_600_ (optical density at 600 nm) of BL21 (DE3) cells containing the expression plasmid reached 0.8 following incubation at 37 °C, 1.0 mM isopropyl-beta-D-thiogalactoside (IPTG) was added, and the cells were then incubated for an additional 12 h at 24 °C. Cells were sonicated, and the supernatants were recovered and applied to a Ni-nitrilotriacetic acid agarose column (Qiagen, Valencia, USA). After the NeuroD-EGFP had been absorbed by the Ni^2+^ column, the column was washed twice with PBS, and then the fusion protein was eluted with a gradient of imidazole elution buffer.

### Cell culture and treatment

Rat jejunal crypt cell line IEC-6 was purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China), and maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS) and 1% (v/v) penicillin-streptomycin (Hyclone, Logan, USA) at 37 °C in a humidified atmosphere containing 5% CO_2_. IEC-6 cells were seeded onto a 96-well plate at a density of 1 × 10^4^ cells/well. After a 24-h incubation, the medium was replaced by fresh medium containing 1 μM of purified recombinant EGFP (Sangon Biotech, Shanghai, China) or NeuroD-EGFP protein. After five hours, the cells were washed twice by PBS. The cells were counterstained with 4,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich, St. Louis, USA) and imaged under a confocal microscope.

### Experimental animals and irradiation

Male C57BL/6 mice (8 weeks old, weighing 23~26 g) were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). Animals were housed under controlled conditions at a temperature of 20–22 °C, a relative humidity of 50%, a fixed 12 h light/dark cycle, and *ad libitum* access to food and water. TBI was delivered to mice using a 6-MeV electron linear accelerator (Clinac 2100EX; Varian Medical Systems, Palo Alto, USA) at a fixed dose rate of 2 Gy per minute. Post irradiation, mice were randomized into three groups, where they were administered with an intraperitoneal injection of: 1) 100-μl PBS; 2) 0.1 mM EGFP in 100-μl PBS; or 3) 0.1 mM NeuroD-EGFP in 100-μl PBS. The study was conducted in accordance with protocols approved by the Animal Ethics Committee of Soochow University, China.

### Histology

Smallintestine tissues were isolated at different time points after irradiation, fixed with 10% neutral formalin overnight, and embedded in paraffin. 3 μm-thick paraffin sections were stained with hematoxylin and eosin (H&E). Images of stained tissue sections were captured using an Olympus optical microscope (Olympus, Tokyo, Japan).

Villus height and crypt depth were determined by taking pictures of H&E-stained sections. The images were analyzed using ImageJ software. A minimum of 30 well-oriented, full-length crypt-villus units per mouse were measured. The measurements in pixels were converted to length in μm with the following conversion factor: 1.46 pixels per μm. Crypts per circumference were counted from three separate tubular intestinal H&E-stained slices for each mouse.

### Immunohistochemical (IHC) analysis

Three-μm-thick paraffin sections were deparaffinized and rehydrated, and endogenous peroxidase activity was blocked via incubation with 3% hydrogen peroxide for 15 min at room temperature. Heat-mediated antigen retrieval was performed in sodium citrate buffer (pH 6.0) for 3 min using a pressure cooker. Non-specific-binding sites were blocked via incubation of the sections with 5% bovine serum albumin (BSA) for 30 min at room temperature. Then, the primary antibody (mentioned below) was diluted, whereupon the sections were stained overnight at 4 °C. Next, the sections were stained with a secondary antibody dilution for 1 h at 37 °C. Finally, the chromogenic reaction was developed with DAB and counterstained with hematoxylin.

The primary antibodies used for IHC were a rabbit polyclonal NeuroD antibody (Santa Cruz Biotechnology, Santa Cruz, USA), a Ki67 antibody (Abcam, Cambridge, USA), or a TIMP-1 antibody (Bioss, Beijing, China). The secondary antibody was a ready to use goat-anti rabbit HRP-IgG dilution purchased from Zhongshan Golden Bridge Biotechnology (Beijing, China).

### Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay

Initially, apoptosis in the intestine tissues of mice was determined using an *in situ* Cell Death Detection Kit (Roche Diagnostic, Mannheim, Germany) completed according to the manufacturer’s instructions. Briefly, paraffin embedded sections were dewaxed and rehydrated, then incubated with TUNEL reaction mixture at 37 °C for 1 h. The nucleus was stained with DAPI, and the sections were analyzed under confocal laser scanning microscope. TUNEL-positive cells displayed brilliant green fluorescence and were quantified in ten fields (400x magnification) per treated mouse.

### Microarray analysis of gene expression

Jejunum tissues were isolated from EGFP- and NeuroD-EGFP treated mice at 12 h after TBI with 9 Gy (n = 3). Total RNA was extracted from jejunum tissues with Trizol reagent (Invitrogen, Carlsbad, USA), and quantified with a NanoDrop Spectrophotometer (Thermo Scientific Inc., Waltham, USA). RNA integrity was assessed by standard denaturing agarose gel electrophoresis.

mRNA expression profiles were microarrayed with Illumina Mouse WG-6 expression beadchips. The microarrays contained more than 45,200-transcript assay probes corresponding to all mouse mRNA sequences currently annotated (Build 36, Release 22). Total RNA was labeled and hybridized under standard conditions according to the manufacturer’s instructions. Genes with a fold change of 2 or greater were subsequently subjected to pathway analysis using Ingenuity Pathway Analysis (Redwood City, USA).

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA from jejunum tissues was extracted with Trizol (Invitrogen, Carlsbad, USA) and reverse transcribed to cDNA using an oligo (dT)_12_ primer and Superscript II (Invitrogen, Carlsbad, USA). The SYBR green dye (Takara, Otsu, Japan) was used for amplification of cDNA. mRNA levels of Enpp7, Mbl2, Slc13a1 and Slc40a1, as well as that of the internal standard, glyceraldehyde 3-phosphate dehydrogenase (GAPDH), were measured by real-time PCR in triplicate using a Prism 7500 real-time PCR thermocycler (Applied Biosystems, Foster City, USA). Primers specific to the above genes are listed in Supplementary Table S1 online.

### Statistical analysis

Data are presented as means ± SEM. SPSS 17.0 software (SPSS Inc., Chicago, USA) was used to perform statistical analyses. Data with two groups were analyzed using the Student’s *t* test, whereas the data with greater than two groups were assessed by one-way analysis of variance (ANOVA). Comparisons were considered statistically significant if the *P* value was less than 0.05.

## Additional Information

**Accession code**: Microarray data are available on the GEO database: accession number GSE73068.

**How to cite this article**: Li, M. *et al*. Neurogenic differentiation factor NeuroD confers protection against radiation-induced intestinal injury in mice. *Sci. Rep.* **6**, 30180; doi: 10.1038/srep30180 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
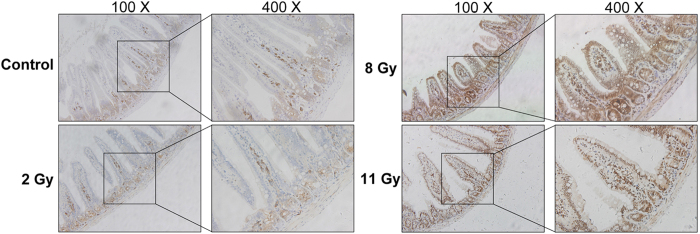
The levels and cellular localization of NeuroD in small intestinal epithelia of C57BL/6J mice after varied doses of TBI. Immunohistochemical staining of NeuroD in paraffin sections from small intestines of control (0 Gy) mice or those after different doses of TBI (100x and 400x magnification). TBI of 2, 8 or 11 Gy was delivered to C57BL/6J mice using a 6-MeV electron linear accelerator at a fixed dose rate of 2 Gy per minute.

**Figure 2:**
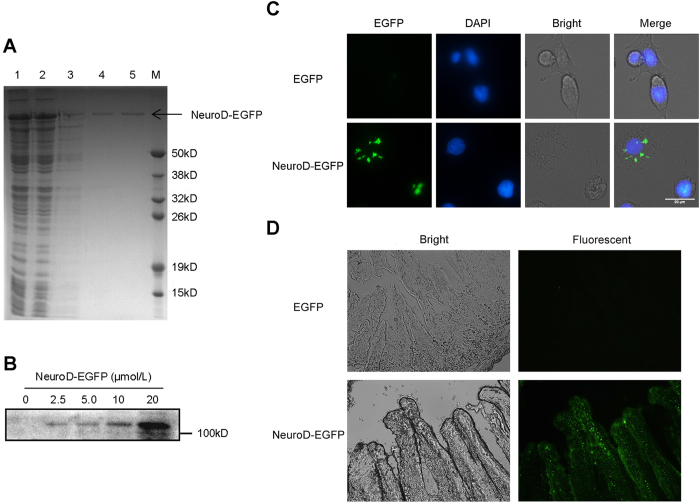
Preparation of NeuroD-EGFP and its transduction into small intestinal epithelium cells *in vitro* and *in vivo*. (**A**) Purified NeuroD-EGFP fusion proteins were analyzed by 12% SDS-PAGE and stained with Coomassie Blue. Lanes are as follows: lane 1, supernatant after sonication; lane 2, effluent after loading; lane 3, 100 mM imidazole elution buffer; lane 4, 200 mM imidazole elution buffer; lane 5, 300 mM imidazole elution buffer; lane M, protein marker. **(B)** Purified NeuroD-EGFP fusion proteins were analyzed by Western blot. **(C)** Transduction of NeuroD-EGFP into IEC-6 rat jejunal crypt cell line. Nuclear DNA (blue) was stained with DAPI. Scale bar: 20 μm. **(D)** Transduction of NeuroD-EGFP into mouse small intestine (400x magnification).

**Figure 3:**
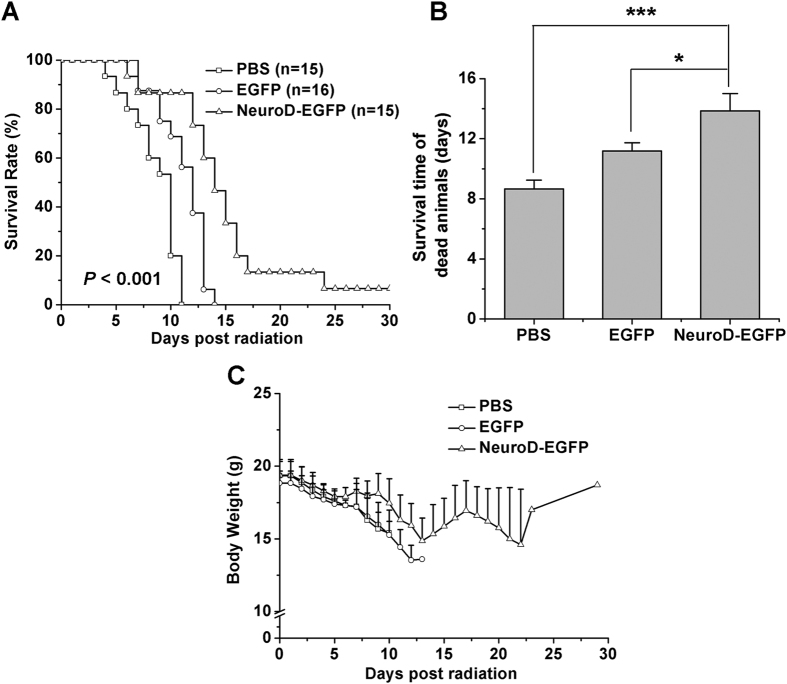
NeuroD-EGFP improves survival of mice after lethal doses of irradiation. (**A**) Kaplan-Meier survival analyses of C57BL/6J mice after 8 Gy TBI with or without NeuroD-EGFP treatment. **(B)** Mean survival time of dead animals in each group. *P < 0.05; ***P < 0.001. **(C)** Body weight change of C57BL/6J mice after 8 Gy TBI with or without NeuroD-EGFP treatment.

**Figure 4:**
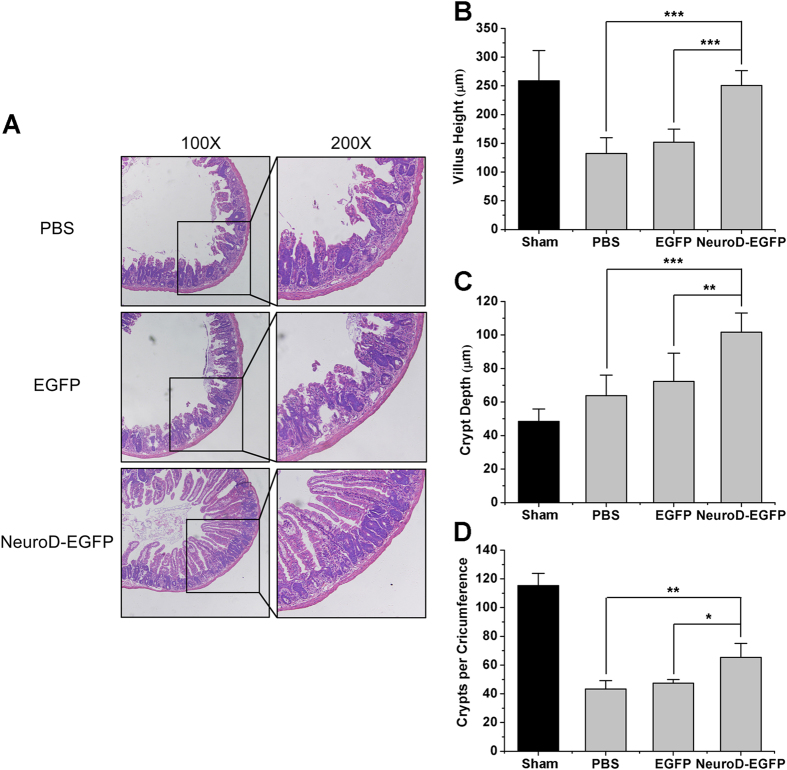
NeuroD-EGFP administration mitigates intestinal structural injury induced by 9 Gy TBI. **(A)** Representative H&E staining of intestinal sections from PBS, EGFP or NeuroD-EGFP treated mice at 3.5 days after 9 Gy TBI (100x or 200x magnification). Bar graph of villus height **(B)**, crypt depth **(C)**, and crypts per circumference **(D)** determined by measuring vertically well-oriented crypt villus units from H&E-stained sections of mice after 9 Gy TBI. Normal, sham-irradiated control. For villus height or crypt depth measurement, at least 30 villi or crypts per mouse were measured. Crypts per circumference were counted in 3 separate tubular intestinal slices for each mouse. *P < 0.05; **P < 0.01; ***P < 0.001; n = 3.

**Figure 5:**
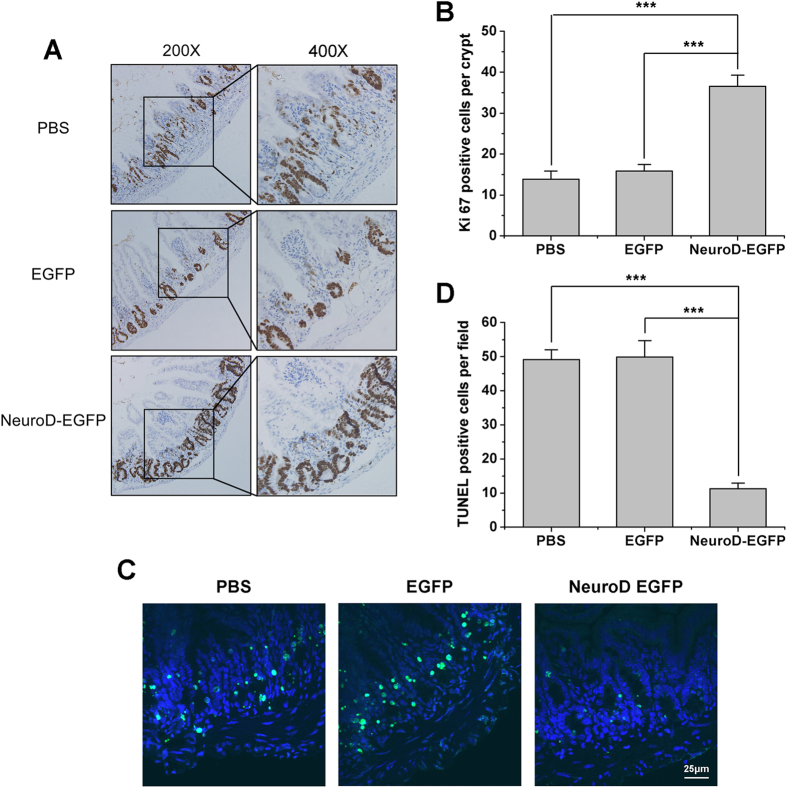
NeuroD-EGFP augments cell proliferation and reduces cell apoptosis in intestinal crypt epithelia after 9 Gy TBI. **(A)** Representative Ki67-immunostained intestinal sections from PBS, EGFP or NeuroD-EGFP treated mice at 3.5 days after 9 Gy TBI (200x or 400x magnification). **(B)** Quantification of Ki67-positive cells per crypt determined from panel (A). At least 30 well-oriented crypts per mouse were counted. ***P < 0.001; n = 3. **(C)** Representative TUNEL-staining of intestinal sections from PBS, EGFP or NeuroD-EGFP treated mice at 6 hours after 9 Gy TBI. TUNEL-stained epithelium shows green fluorescence. Nuclear DNA (blue) was stained with DAPI. Scale bar: 25 μm. **(D)** Quantification of TUNEL-positive cells determined from panel (C). The average number of positive cells in ten fields (400x magnification) per treated mouse was determined. *P < 0.05; n = 3.

**Figure 6:**
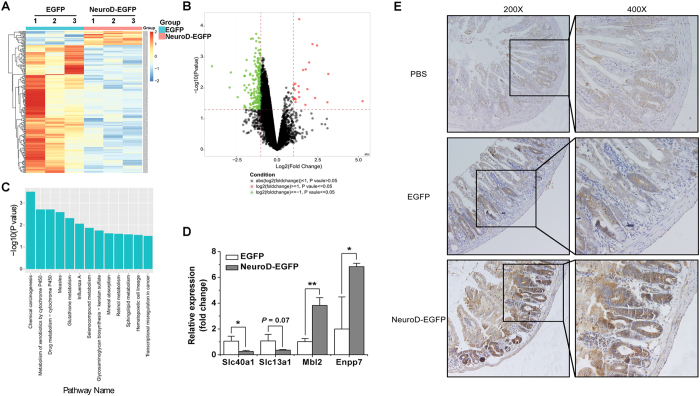
Gene expression profiling of jejunum samples of EGFP and NeuroD-EGFP treated mice. **(A)** Map of gene clusters for those differentially expressed between EGFP and NeuroD-EGFP treated mice at 12 hours post 9 Gy TBI. **(B)** Volcano plot comparing EGFP treatment versus NeuroD-EGFP treatment. Genes with fold change ≥2 and *P* value ≤ 0.05 are marked with red dots, while those with fold change ≤−2 and *P* value ≤ 0.05 are marked with green dots. **(C)** Significant pathways altered in mice 12 hours post 9 Gy TBI (EGFP treated mice *vs*. NeuroD-EGFP treated mice). **(D)** Quantitative real-time PCR validation for differentially expressed genes between EGFP and NeuroD-EGFP treated mice. *P < 0.05; **P < 0.01; n = 3. (**E**) NeuroD-EGFP induced TIMP-1 expression. The expression of TIMP-1 in the mice small intestine was determined by immunohistochemical staining with a TIMP-1 antibody (200x or 400x magnification).

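Gene lists fixed before the data were examined were tested with limma's camera, and 11 of 37 passed an adjusted p of 0.05, 6 higher and 5 lower with NeuroD-EGFP. Leaving out 1 mouse gave 3 to 19 lists. Interferon-stimulated genes, chosen for the measles and influenza A pathways of Fig. 6C, were lower as a list (41 genes, 38 with a negative log2 fold change, median -0.73, camera adjusted p = 4.9e-13). That call was lost with an estimated correlation (adjusted p = 0.67). Samd9l had a log2 fold change of -1.08 (standard error 0.27), Oasl1 -1.12 (standard error 0.35), the RNA sensor Ifih1 -0.73 (standard error 0.24) and Oas1g -1.31 (standard error 0.43), where without EGFP mouse 1 Oasl1 had -0.71 and Oas1g -0.78. The list stood highest in EGFP mouse 1, at 1.25 above the mean of the 6 mice, against 0.10 and -0.21 in EGFP mice 2 and 3 and -0.16, -0.33 and -0.51 in the NeuroD-EGFP mice. Without EGFP mouse 1 its median was -0.26. T and NK cell markers were lower too (18 genes, median -0.32, camera adjusted p = 0.0099, and adjusted p = 0.69 with an estimated correlation), with Cd6 at -0.66 (standard error 0.26) and Lat at -0.54 (standard error 0.24), and they also stood highest in EGFP mouse 1, at 0.61. Cd6 had -0.40 without NeuroD-EGFP mouse 3, and Lat -0.34 without EGFP mouse 1. The median of this list less that of all genes ranged from -0.078 without EGFP mouse 1 to -0.57 without EGFP mouse 3.
Genes of xenobiotic metabolism by cytochrome P450 and conjugation were lower as a list (42 genes, 28 negative, median -0.17, camera adjusted p = 0.015, and adjusted p = 0.69 with an estimated correlation). The carboxylesterase Ces2a had a log2 fold change of -1.20 (standard error 0.27) and the retinal dehydrogenase Aldh1a1 one of -0.82 (standard error 0.25), while the monoamine oxidase Maob had 0.89 (standard error 0.26). Neither the T and NK cell list nor the xenobiotic list passed in the authors' values or when EGFP mouse 1, EGFP mouse 2 or NeuroD-EGFP mouse 3 was left out, and the median of the xenobiotic list less that of all genes ranged from -0.065 without EGFP mouse 1 to -0.48 without EGFP mouse 3. Of 40 glutathione genes, 2 were lower (Gsta1 and Gsta2) and 1 higher (Mgst1) when adjusted over the list alone, each at limma adjusted p = 0.049. The 2 lower ones are genes of Table 1 with near-identical transcripts, so they may be 1 signal. The glutathione list did not pass (camera adjusted p = 0.079). It passed with array weights, with a replicate block, with no detection filter and without EGFP mouse 3 or NeuroD-EGFP mouse 1, and its median turned positive without EGFP mouse 1. Mgst1 had a log2 fold change of 0.82 (standard error 0.19) and Idh1 one of -0.59 (standard error 0.15). Mineral absorption genes (34 genes, median -0.15, camera adjusted p = 0.052) lay just outside the threshold, and passed with an offset of 50, with no detection filter, with a replicate block, with array weights, with an intensity trend and without EGFP mouse 3 or NeuroD-EGFP mouse 3, while without EGFP mouse 1 the median less that of all genes was -0.012. Slc30a10, a manganese exporter, had a log2 fold change of -1.08 (standard error 0.22). Sphingolipid genes (37 genes, median 0.10, camera adjusted p = 0.17) and retinol genes (20 genes, median 0.11, camera adjusted p = 0.88) did not pass either, and of the latter Aldh1a7 alone was lower when adjusted over the list alone, with -0.70 (standard error 0.15). Without EGFP mouse 3 the retinol list was lower and passed. In the sphingolipid list the lowest p-values after that of Enpp7 were those of Sgpp1, with -0.75 (standard error 0.18), and Sgpl1, with 1.11 (standard error 0.28). These 6 themes were taken from Fig. 6C, so the study chose them on these mice and their counts are not independent evidence of direction.
No gene of any list passed an adjusted p of 0.05 over all probes. With a correlation between genes estimated from the data none of the 37 lists passed.

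**Figure D3:**
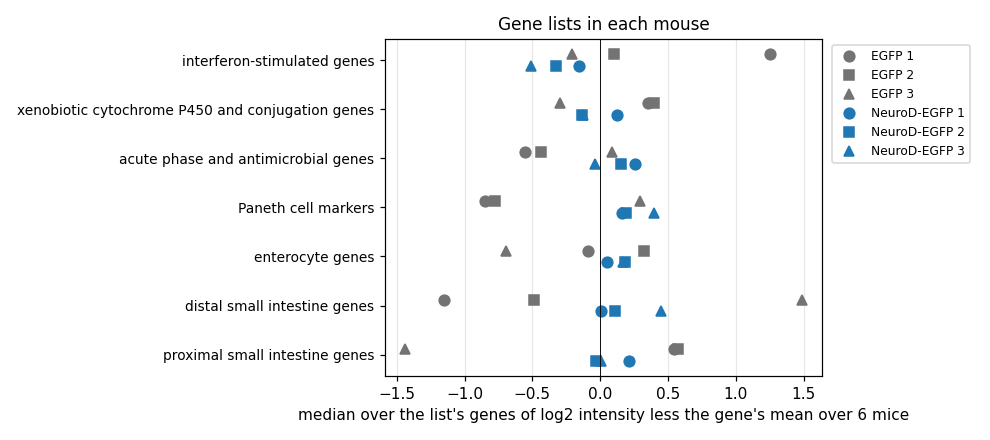
Median over each list's genes of the log2 intensity less that gene's mean over the 6 mice (horizontal axis), for 7 gene lists, with 1 symbol per mouse, grey for EGFP and blue for NeuroD-EGFP. EGFP mouse 1 stands at 1.25 for interferon-stimulated genes, and EGFP mouse 3 stands apart from the other mice for distal (1.49) and proximal (-1.44) small intestine genes.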

**Table 1:** Top 10 genes dysregulated within NeuroD-EGFP- and EGFP-treated mice from a 45,200-transcript microarray of small intestinal tissues (NeuroD-EGFP-treated *vs.* EGFP-treated mice).

**Gene name**	**Fold change**	***P*****-value**	**Chromosome**	**Definition**
	**upregulated**			
Enpp7	5.246542	0.026647	11	Ectonucleotide pyrophosphatase/phosphodiesterase 7
Mbl2	3.086312	0.029015	19	Mannose-binding lectin (protein C) 2
Slpi	2.448368	0.000423	2	Secretory leukocyte peptidase inhibitor
Timp1	2.331027	0.021052	X	Tissue inhibitor of metalloproteinase 1
Saa3	2.170989	0.000384	7	Serum amyloid A 3
Lcn2	1.963526	0.001496	2	Lipocalin 2
Slc5a4b	1.855191	0.010979	10	Solute carrier family 5, member 4b
Chi3l1	1.759049	0.002513	1	Chitinase 3-like 1
Wdr92	1.356791	5.99E-05	11	WD repeat domain 92
Sfrp5	1.351067	0.019725	19	Secreted frizzled-related sequence protein 5
	**downregulated**			
Slc13a1	−4.00218	0.001986	6	Solute carrier family 13, member 1
Slc40a1	−2.91334	0.009675	1	Solute carrier family 40, member 1
Rsad2	−2.41762	0.019864	12	Radical S-adenosyl methionine domain containing 2
AU018778	−2.01096	0.008233	8	Expressed sequence AU018778
D11Lgp2e	−2.00538	0.043613	11	DEXH (Asp-Glu-X-His) box polypeptide 58
Gsta2	−2.00401	0.004064	9	Glutathione S-transferase, alpha 2
Amy2-2	−2.00252	0.037473	3	Amylase 2-2, pancreatic
Gsta1	−2.0009	0.004043	9	Glutathione S-transferase, alpha 1
EG432555	−1.97716	0.011818	11	Predicted gene, EG432555
Slc16a9	−1.94278	0.041652	10	Solute carrier family 16, member 9

## References

[b1] LiauwS. L., ConnellP. P. & WeichselbaumR. R. New paradigms and future challenges in radiation oncology: an update of biological targets and technology. Sci. Transl. Med. 5, 173sr172 (2013).10.1126/scitranslmed.3005148PMC376913923427246

[b2] ChristensenD. M., IddinsC. J., ParrilloS. J., GlassmanE. S. & GoansR. E. Management of ionizing radiation injuries and illnesses, part 4: acute radiation syndrome. J. Am. Osteopath. Assoc. 114, 702–711 (2014).2517004010.7556/jaoa.2014.138

[b3] PrasannaP. G. . Radioprotectors and Radiomitigators for Improving Radiation Therapy: The Small Business Innovation Research (SBIR) Gateway for Accelerating Clinical Translation. Radiat. Res. 184, 235–248 (2015).2628442310.1667/RR14186.1PMC4581592

[b4] WilliamsJ. P. . Animal models for medical countermeasures to radiation exposure. Radiat. Res. 173, 557–578 (2010).2033452810.1667/RR1880.1PMC3021126

[b5] PottenC. S. A comprehensive study of the radiobiological response of the murine (BDF1) small intestine. Int. J. Radiat. Biol. 58, 925–973 (1990).197885310.1080/09553009014552281

[b6] PottenC. S. Radiation, the ideal cytotoxic agent for studying the cell biology of tissues such as the small intestine. Radiat. Res. 161, 123–136 (2004).1473107810.1667/rr3104

[b7] YeohE. . Effect of pelvic irradiation on gastrointestinal function: a prospective longitudinal study. Am. J. Med. 95, 397–406 (1993).821387210.1016/0002-9343(93)90309-d

[b8] GasaR. Transcriptional control of pancreatic endocrine cell development. Drug News Perspect. 18, 567–576 (2005).1642163010.1358/dnp.2005.18.9.953669

[b9] ChoJ. H. & TsaiM. J. The role of BETA2/NeuroD1 in the development of the nervous system. Mol. Neurobiol. 30, 35–47 (2004).1524748710.1385/MN:30:1:035

[b10] NayaF. J., StellrechtC. M. & TsaiM. J. Tissue-specific regulation of the insulin gene by a novel basic helix-loop-helix transcription factor. Genes Dev. 9, 1009–1019 (1995).777480710.1101/gad.9.8.1009

[b11] LeeJ. E. . Conversion of Xenopus ectoderm into neurons by NeuroD, a basic helix-loop-helix protein. Science 268, 836–844 (1995).775436810.1126/science.7754368

[b12] LeeJ. E. Basic helix-loop-helix genes in neural development. Curr. Opin. Neurobiol. 7, 13–20 (1997).903979910.1016/s0959-4388(97)80115-8

[b13] FarahM. H. . Generation of neurons by transient expression of neural bHLH proteins in mammalian cells. Development 127, 693–702 (2000).1064822810.1242/dev.127.4.693

[b14] NayaF. J. . Diabetes, defective pancreatic morphogenesis, and abnormal enteroendocrine differentiation in BETA2/neuroD-deficient mice. Genes Dev. 11, 2323–2334 (1997).930896110.1101/gad.11.18.2323PMC316513

[b15] MiyataT., MaedaT. & LeeJ. E. NeuroD is required for differentiation of the granule cells in the cerebellum and hippocampus. Genes Dev. 13, 1647–1652 (1999).1039867810.1101/gad.13.13.1647PMC316850

[b16] ChenJ. . A novel type of PTD, common helix-loop-helix motif, could efficiently mediate protein transduction into mammalian cells. Biochem. Biophys. Res. Commun. 347, 931–940 (2006).1687013510.1016/j.bbrc.2006.06.173

[b17] NoguchiH., Bonner-WeirS., WeiF. Y., MatsushitaM. & MatsumotoS. BETA2/NeuroD protein can be transduced into cells due to an arginine- and lysine-rich sequence. Diabetes 54, 2859–2866 (2005).1618638610.2337/diabetes.54.10.2859

[b18] HuangY. . Reversal of hyperglycemia by protein transduction of NeuroD *in vivo*. Acta Pharmacol. Sin. 28, 1181–1188 (2007).1764048110.1111/j.1745-7254.2007.00626.x

[b19] WaselenkoJ. K. . Medical management of the acute radiation syndrome: recommendations of the Strategic National Stockpile Radiation Working Group. Ann. Intern. Med. 140, 1037–1051 (2004).1519702210.7326/0003-4819-140-12-200406150-00015

[b20] BergerM. E., ChristensenD. M., LowryP. C., JonesO. W. & WileyA. L. Medical management of radiation injuries: current approaches. Occup. Med. (Lond) 56, 162–172 (2006).1664150110.1093/occmed/kql011

[b21] GosselinT. K. & MautnerB. Amifostine as a radioprotectant. Clin. J. Oncol. Nurs. 6, 175–176, 180 (2002).1199861410.1188/02.CJON.175-176

[b22] ArpinoV., BrockM. & GillS. E. The role of TIMPs in regulation of extracellular matrix proteolysis. Matrix Biol. 44–46, 247–254 (2015).10.1016/j.matbio.2015.03.00525805621

[b23] BertauxB., HornebeckW., EisenA. Z. & DubertretL. Growth stimulation of human keratinocytes by tissue inhibitor of metalloproteinases. J. Invest. Dermatol. 97, 679–685 (1991).194043810.1111/1523-1747.ep12483956

[b24] HayakawaT., YamashitaK., TanzawaK., UchijimaE. & IwataK. Growth-promoting activity of tissue inhibitor of metalloproteinases-1 (TIMP-1) for a wide range of cells. A possible new growth factor in serum. FEBS Lett. 298, 29–32 (1992).154441810.1016/0014-5793(92)80015-9

[b25] SaikaS. . Recombinant TIMP-1 and -2 enhance the proliferation of rabbit corneal epithelial cells *in vitro* and the spreading of rabbit corneal epithelium *in situ*. Curr. Eye Res. 17, 47–52 (1998).947247010.1076/ceyr.17.1.47.5247

[b26] WangT., YamashitaK., IwataK. & HayakawaT. Both tissue inhibitors of metalloproteinases-1 (TIMP-1) and TIMP-2 activate Ras but through different pathways. Biochem. Biophys. Res. Commun. 296, 201–205 (2002).1214725110.1016/s0006-291x(02)00741-6

[b27] RossiL. . The tissue inhibitor of metalloproteinases 1 increases the clonogenic efficiency of human hematopoietic progenitor cells through CD63/PI3K/Akt signaling. Exp. Hematol. 43, 974–985 (2015).2621323010.1016/j.exphem.2015.07.003

[b28] LuY. . Tissue inhibitor of metalloproteinase-1 promotes NIH3T3 fibroblast proliferation by activating p-Akt and cell cycle progression. Mol. Cells 31, 225–230 (2011).2135093910.1007/s10059-011-0023-9PMC3932703

[b29] GuedezL. . *In vitro* suppression of programmed cell death of B cells by tissue inhibitor of metalloproteinases-1. J. Clin. Invest. 102, 2002–2010 (1998).983562610.1172/JCI2881PMC509153

[b30] HanX., SunY., ScottS. & BleichD. Tissue inhibitor of metalloproteinase-1 prevents cytokine-mediated dysfunction and cytotoxicity in pancreatic islets and beta-cells. Diabetes 50, 1047–1055 (2001).1133440710.2337/diabetes.50.5.1047

[b31] VorotnikovaE., TriesM. & BraunhutS. Retinoids and TIMP1 prevent radiation-induced apoptosis of capillary endothelial cells. Radiat. Res. 161, 174–184 (2004).1473107210.1667/rr3107

[b32] ChromekM., TullusK., LundahlJ. & BraunerA. Tissue inhibitor of metalloproteinase 1 activates normal human granulocytes, protects them from apoptosis, and blocks their transmigration during inflammation. Infect. Immun. 72, 82–88 (2004).1468808410.1128/IAI.72.1.82-88.2004PMC343974

[b33] LiuX. W., BernardoM. M., FridmanR. & KimH. R. Tissue inhibitor of metalloproteinase-1 protects human breast epithelial cells against intrinsic apoptotic cell death via the focal adhesion kinase/phosphatidylinositol 3-kinase and MAPK signaling pathway. J. Biol. Chem. 278, 40364–40372 (2003).1290430510.1074/jbc.M302999200

[b34] LiuX. W. . Tissue inhibitor of metalloproteinase-1 protects human breast epithelial cells from extrinsic cell death: a potential oncogenic activity of tissue inhibitor of metalloproteinase-1. Cancer Res. 65, 898–906 (2005).15705888

[b35] GuoL. J. . Tissue inhibitor of matrix metalloproteinase-1 suppresses apoptosis of mouse bone marrow stromal cell line MBA-1. Calcif. Tissue Int. 78, 285–292 (2006).1669149410.1007/s00223-005-0092-x

[b36] MutohH. . The basic helix-loop-helix transcription factor BETA2/NeuroD is expressed in mammalian enteroendocrine cells and activates secretin gene expression. Proc. Natl. Acad. Sci. USA 94, 3560–3564 (1997).910801510.1073/pnas.94.8.3560PMC20478

[b37] PoulinG., TurgeonB. & DrouinJ. NeuroD1/beta2 contributes to cell-specific transcription of the proopiomelanocortin gene. Mol. Cell. Biol. 17, 6673–6682 (1997).934343110.1128/mcb.17.11.6673PMC232521

[b38] HarfoucheG. & MartinM. T. Response of normal stem cells to ionizing radiation: a balance between homeostasis and genomic stability. Mutat. Res. 704, 167–174 (2010).2011723510.1016/j.mrrev.2010.01.007

[b39] NoguchiH. . Induction of pancreatic stem/progenitor cells into insulin-producing cells by adenoviral-mediated gene transfer technology. Cell transplant. 15, 929–938 (2006).1729999810.3727/000000006783981431

[b40] GuoQ. S. . Combined transfection of the three transcriptional factors, PDX-1, NeuroD1, and MafA, causes differentiation of bone marrow mesenchymal stem cells into insulin-producing cells. Exp. Diabetes Res. 2012, 672013 (2012).2276160810.1155/2012/672013PMC3385644

[b41] SchonhoffS. E., Giel-MoloneyM. & LeiterA. B. Minireview: Development and differentiation of gut endocrine cells. Endocrinology 145, 2639–2644 (2004).1504435510.1210/en.2004-0051

# Supplementary material for: Neurogenic differentiation factor NeuroD confers protection against radiation-induced intestinal injury in mice
**Source:** Sci Rep. 2016 Jul 20;6:30180. doi: 10.1038/srep30180
**Supplement:** Supplementary Information

Supplementary information

Title: Neurogenic differentiation factor NeuroD confers protection against radiation-induced intestinal injury in mice

By: Ming Li, Aonan Du, Jing Xu, Yanchao Ma, Han Cao, Chao Yang, Xiao-Dong Yang, Chun-Gen Xing, Ming Chen, Wei Zhu, Shuyu Zhang, Jianping Cao

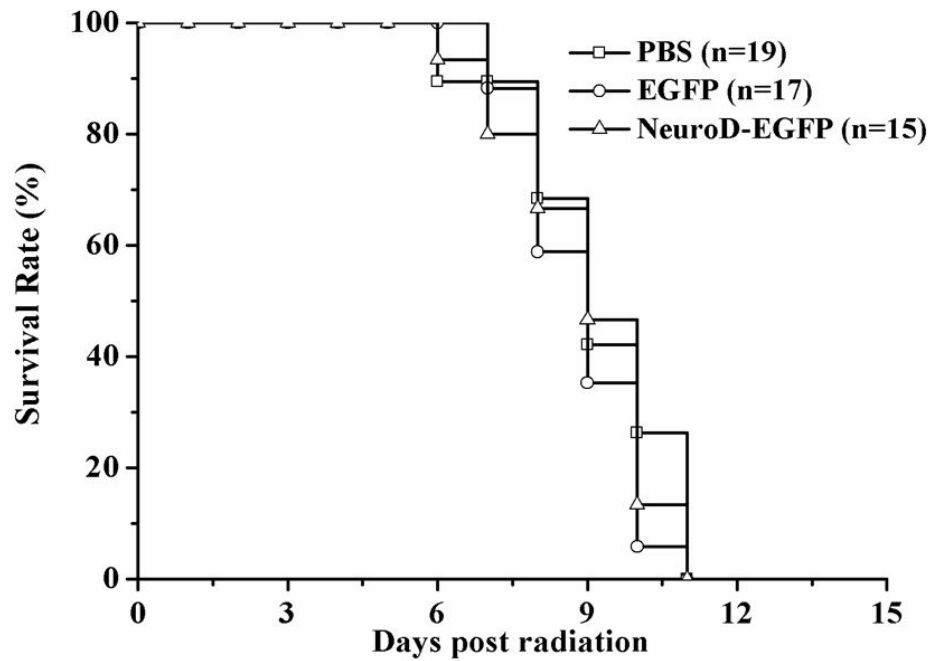

Supplementary Figure S1

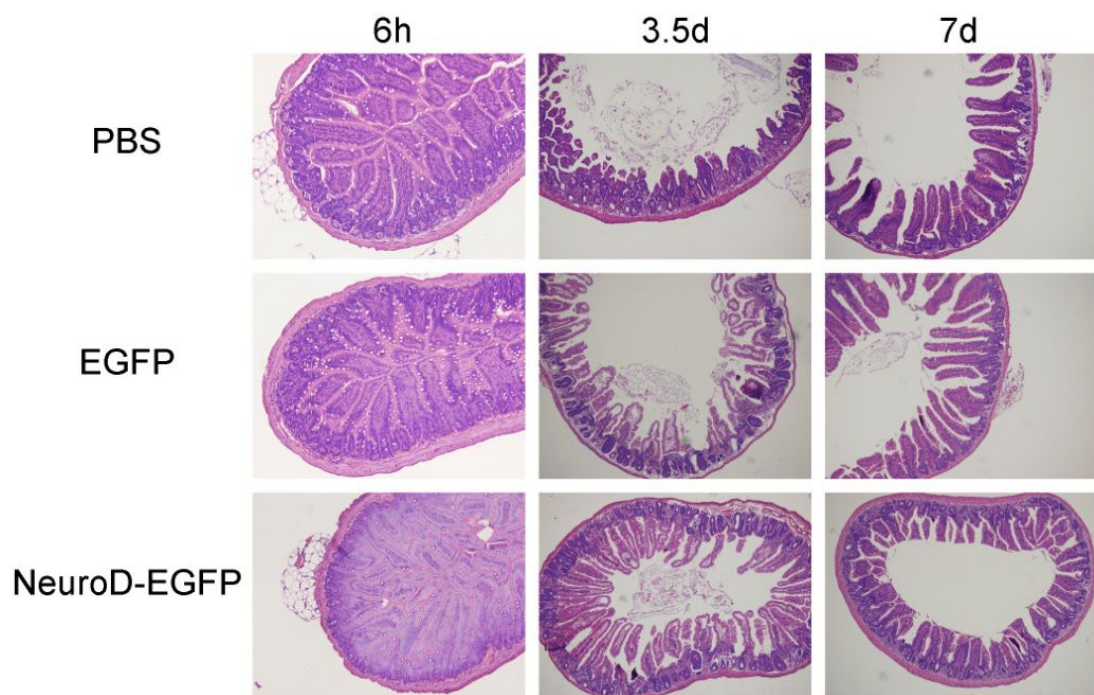

Supplementary Figure S2

Supplementary Table S1 Primer sequences for real-time PCR analysis.

Gene	Forward primer	Reverse primer
<i>Enpp7</i>	5'- CAGGATCACACCTCTGCTCA-3'	5'- ACTCTCGAAGGGTTCCACCT-3'
<i>Mbl2</i>	5'- GGTTAAAAGGAGCAGTGGGA-3'	5'- CTCAGCTCTGATCGTAGGGC-3'
<i>Slc40a1</i>	5'- CTGGATTGTTGTTGTGGCAG-3'	5'- CCAGGATGTTGGTTAGCTGG-3'
<i>Slc13a1</i>	5'-TGCATTTCTTCTGCCAGTTG-3'	5'-TGTTTGT CATGGCATGGTCT-3'
<i>GAPDH</i>	5'-CGTCCCGTAGACAAAATGGT-3'	5'-TTGATGGCAACAATCTCCAC-3'

Figure legends

Supplementary Figure S1 Kaplan-Meier survival analyses of C57BL/6J mice intraperitoneally injected with PBS, EGFP or NeuroD-EGFP following 9 Gy TBI.

Supplementary Figure S2 Representative H&E staining of intestinal sections from PBS, EGFP or NeuroD-EGFP treated mice at 6 h, 3.5 and 7 days after 9 Gy TBI (100× or 200× magnification).

Supplementary Table S1 Primer sequences for real-time PCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

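Jejunum RNA of 6 mice, 3 given EGFP and 3 given NeuroD-EGFP after 9 Gy TBI and sampled at 12 h, was measured on Illumina Mouse WG-6 beadchips, 1 array per mouse. Samples were grouped by the submitters' labels, which number the mice 1 to 3 in each group, and dose, time and protein amounts were taken from the methods. The authors deposited intensities, 1 background-subtracted signal per probe and array, between 24.4% and 26.1% of which lie at or below 0, together with a detection p-value for each, deposited beside the signal. The scanner software and the background subtraction are not given in the sources used here. The authors also deposited log2 values, which equal log2 of those intensities to within 1.23e-06 wherever the signal is above 0 and 4 (log2 of 16) elsewhere. Neither table is scaled between arrays.

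From the intensities, log2 values were computed with neqc of limma 3.58.1 in R 4.3.3 (normexp background correction from the detection p-values, offset 16, quantile normalization). Probes with a detection p-value under 0.05 on at least 3 of 6 arrays were kept, which left 19099 of 45281 probes. Gene names came from the platform annotation, updated through a RefSeq gene table (assembly GRCm38.p6, whose coordinates were not used because the array was annotated to another build). Of all probes, 34885 had 1 gene symbol, 18 had several and 10378 were not listed there and stay unnamed. Of the tested probes, 16213 had 1 symbol, for 10777 genes, each represented by its probe of highest mean log2 value. Mki67 had no named probe. Groups were compared with lmFit and eBayes and Benjamini-Hochberg adjustment over all tested probes. With 3 mice against 3 an exact permutation test cannot go below p = 0.1, two-sided, so calls rest on limma's spread pooled across probes. Where a probe was not above background in any mouse of a group, the fold is given as a bound against the lowest signal among detected probes.

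The text names the 20 genes of Table 1, whose values had been seen in the paper, with Neurod1, Mki67 and Gapdh, the 10 genes of lowest unadjusted p in each direction, since none passed an adjusted p of 0.05, and 2 to 4 genes of lowest p from each list described. Gene lists, 37 in all, were fixed before the data were examined, as were the main test and most alternatives. Table 1 of the paper had been read by then. The lists were tested with camera (preset correlation 0.01, lists with at least 5 tested genes, Benjamini-Hochberg adjustment over the lists). Camera with an estimated correlation and fry were run beside it. Array weights and the intensity trend were passed to camera, which has no robust prior.

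The scripts were tested on simulated values for 3 mice against 3 and 19099 probes. Each probe had its own mean and its spread after limma's pooling across probes, equal in both groups. Values were drawn independently, so probes did not vary together and no mouse stood apart, unlike in the real data. The shares recovered check the scripts and do not give the power in these mice. Of 50 probes changed by 1 on the log2 scale 56% were recovered at an adjusted p under 0.05, and of 50 changed by 2, 100%, with 9 unchanged probes called. Alternatives covered background correction, offset (50), scaling to the 75th percentile, the authors' log2 values, the detection filter, a replicate block, array weights, the prior of eBayes, the methods' t-test, the mean of a gene's probes and leaving out each mouse. No beadchip is named in the columns or labels, so a beadchip block was not run, and the search for E-box motifs near Timp1 needs a genome sequence, which was not used here. RT-qPCR, histology and staining were not analysed here.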

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

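The tests of explanations in this part, with their bounds, and the quantile-normalized and ribosome-centred authors' values were chosen after the patterns were seen, while leaving out each mouse, probes detected on all 6 arrays, the authors' values and the estimated correlation were alternatives set in advance. With 3 mice in each group no mouse was tested as an outlier within its group.

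Lists outside the pathways that the paper draws were higher than in the EGFP mice, by camera with its preset correlation and not with an estimated one. Their median log2 fold changes were 0.24 for acute phase and antimicrobial genes (24 genes, 17 positive), 0.57 for Paneth cell markers (13 genes, 12 positive), 0.31 for villus tip genes (14 genes, 13 positive), 0.27 for neutrophil markers (11 genes, 9 positive), 0.23 for enterocyte genes (33 genes, 26 positive) and 0.44 for adipocyte and mesothelium markers (10 genes, 8 positive). The Paneth list no longer passed without EGFP mouse 1 or 2, the villus tip list without EGFP mouse 1, NeuroD-EGFP mouse 2 or NeuroD-EGFP mouse 3, the neutrophil list without EGFP mouse 2, the enterocyte list without EGFP mouse 1, EGFP mouse 3 or NeuroD-EGFP mouse 3, and the adipocyte list without EGFP mouse 1, EGFP mouse 2 or NeuroD-EGFP mouse 3 and with probes detected on all 6 arrays. The acute phase list holds Slpi, Saa3, Lcn2 and Chil1, and the neutrophil list holds Lcn2. These are genes of Table 1, chosen by the study on the same mice, so neither call is independent of it. Without them the other 20 acute phase genes gave an unadjusted camera p of 0.079. With them the acute phase list passed whichever mouse was left out. Its median less that of all genes ranged from 0.062 without EGFP mouse 1 to 0.52 without EGFP mouse 3. By the same measure the lowest values were 0.32 for the Paneth list (without EGFP mouse 2), 0.10 for the villus tip list (without NeuroD-EGFP mouse 3), 0.011 for the neutrophil list (without EGFP mouse 2), 0.072 for the enterocyte list (without EGFP mouse 3) and 0.23 for the adipocyte list (without NeuroD-EGFP mouse 3). The neutrophil list was not tested without Lcn2. Its members Cxcr2, Csf3r, Elane, Il1b and Prtn3 were not detected in every mouse of either group. The Paneth list stood lowest in EGFP mice 1 and 2, at -0.85 and -0.78 against the mean of the 6 mice, and so did the distal small intestine list, at -1.15 and -0.49, and the goblet cell list, at -0.50 and -0.27, so a difference in region between the pieces stays open for it, untested.

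At the study's thresholds 87.1% of the called genes were lower with NeuroD-EGFP in the authors' values and 43.3% after normalization. The median log2 difference of all tested probes in the authors' values was -0.27, with 83.2% of the probes lower. Probes near background do not account for the skew, since among probes detected on all 6 arrays 87.9% of the called genes were lower. Brighter control arrays left unscaled may account for part of it. Centring each array on its ribosomal protein genes brought the share to 70.9%, between the bounds set for and against this explanation, so it stays open, and quantile normalization of the same values, which removes a shared shift by construction, brought it to 51.2%. A true fall in most transcripts was not tested.

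EGFP mouse 3 stood apart, on a first principal component that held 46.3% of the variance, with correlations to the other mice between 0.936 and 0.963. Against the mean of the other 5 mice its distal small intestine genes were higher by 1.78 and its proximal genes lower, at -1.73. A larger share of the muscle layer in the piece could account for a part, and stays open. Smooth muscle genes were higher by 0.96, fibroblast and matrix genes by 0.68 and enteric neuron and glia markers by 0.35, and enterocyte genes were lower, at -0.83, all of which it needs, while goblet cell markers, higher by 0.72, intestinal stem cell markers, by 0.40, and Paneth cell markers, by 0.35, are epithelial and would be lower too. A piece taken further down the small intestine could account for it. Of 21 tested regional genes, 15 took the place this needs (8 of 10 distal genes highest and 7 of 11 proximal genes lowest in that mouse), where the bound set for it was at least 2 of every 3 in each list, so this explanation stays open too. No biological explanation was tested, since the mouse differs within its own group.

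Interferon-stimulated genes were lower with NeuroD-EGFP, with a median log2 fold change of -0.73. One EGFP mouse with a high interferon response is a candidate explanation for most of the difference, since without EGFP mouse 1 the median was -0.26, less than 1 part in 2 of the value with all mice. The list still passed camera with its preset correlation without that mouse, but with an estimated correlation it did not pass even with all 6 mice (adjusted p = 0.67). Whether the genes fell in every treated mouse stays open by its bounds, though the list as a whole did not separate the groups. It stood at -0.16 in NeuroD-EGFP mouse 1, above EGFP mouse 3 at -0.21. In NeuroD-EGFP mice 2 and 3 it stood at -0.33 and -0.51, below every EGFP mouse. In 24.4% of the tested genes, 10 of 41, each NeuroD-EGFP mouse was below each EGFP mouse, where chance gives 5% in 1 direction for genes that vary independently, and the genes of this list do not.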

How the results depend on the processing

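Alternatives using quantile-normalized or ribosome-centred authors' values were chosen after seeing the data. No setting with all 6 mice gave a gene past an adjusted p of 0.05, and the smallest adjusted p then ranged from 0.091 (array weights) to 0.77 (no background correction). Leaving out 1 mouse gave 0 to 14 genes higher and 0 to 2 lower, all without EGFP mouse 3. At p up to 0.05 and at least 2-fold, where the main counts were 34 higher and 26 lower, leaving out 1 mouse gave 19 to 102 higher and 19 to 85 lower, the highest without EGFP mouse 3. Counts moved by over 1.5 times with no background correction (65 higher, 60 lower), array weights (82 and 67), the authors' values (203 lower), the methods' t-test (20 and 13), the methods' t-test on the authors' values without a filter (241 lower), the authors' values quantile-normalized (59 and 62) or centred on ribosomal protein genes (95 lower). The cause was not tested, apart from the scaling of the authors' values.

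Gene lists past an adjusted p of 0.05 numbered 11, 17 with array weights, 3 to 19 when 1 mouse was left out (fewest without EGFP mouse 1, most without EGFP mouse 3), and 0 with camera's estimated correlation and with fry, which assume no fixed correlation between genes. The fry test gave 1 list at an unadjusted p under 0.05, as did the estimated correlation. In the authors' values the T and NK cell, fatty acid oxidation, proliferation and xenobiotic lists no longer passed, and the distal list did. The distal list also passed with array weights and without EGFP mouse 3. The mineral absorption list passed with an offset of 50, no filter, array weights, an intensity trend, and without EGFP mouse 3 or NeuroD-EGFP mouse 3, and the glutathione list with no filter, array weights, and without EGFP mouse 3 or NeuroD-EGFP mouse 1.

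Of the values of named genes under the alternatives, 1468 kept their sign and side of the threshold, 7 passed it newly, all without EGFP mouse 3, and 8 turned in sign. Since no gene passed in the main analysis, keeping the side meant failing again and says nothing about size. When 1 mouse was left out, Dhx58 ranged from -1.45 to -0.37 and Wdr92 from 1.45 to 1.67. Of the values of gene lists, taken for 22 of the 37 lists, 335 kept sign and side, 53 no longer passed, 15 passed newly with their sign kept and 14 turned in sign, of which the retinol list without EGFP mouse 3 also passed newly. Gapdh, at 0.04, was -0.18 in the authors' values with either test, -0.030 with array weights and -0.15 to 0.16 when 1 mouse was left out. Rpl22 was -0.038 in the authors' values with either test, and Neurod1 -0.35 to 0.0095 when 1 mouse was left out. List medians less that of all genes turned for proximal genes (-0.048 with an offset of 50, -0.058 with no filter, -0.13 with probes detected on all 6 arrays, -0.040 with array weights), retinol genes (-0.0024 with array weights) and p53 targets (-0.0020 with probes detected on all 6 arrays). When 1 mouse was left out they ranged from -0.16 to 0.31 for proximal genes, -0.38 to 1.00 for distal genes, -0.27 to 0.35 for retinol genes, -0.26 to 0.046 for glutathione genes, -0.012 to 0.031 for p53 targets and -0.11 to 0.035 for anti-apoptotic genes.

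With the replicate number as a block, 0 genes passed an adjusted p of 0.05, 39 were higher and 37 lower at the study's thresholds, and 14 lists passed, the mineral absorption and glutathione lists among them. Deviations of same-numbered mice correlated at 0.30, -0.09 and 0.16. EGFP mice 1 and 3 correlated best with the same number, and EGFP mouse 2 with another. With 3 mice in each group these values cannot settle whether the numbers pair the mice. Low signals limit Spns3, Kpna6 and Cdh24 to bounds. Chance cannot be tested by regrouping, since 6 mice make 10 splits. The real split gave 0 genes past an adjusted p of 0.05 (highest other split 0), 60 at the study's thresholds (highest other 188) and 11 lists (highest other 17). A count of 188 came from EGFP mice 1 and 2 with NeuroD-EGFP mouse 1 against the rest, which points to structure among the mice other than treatment. The number of splits with counts as large were 10, 2 and 4. A beadchip block and the E-box windows near Timp1 were not run.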

Differences from the paper's values

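The values of Table 1 are on the log2 scale and are set here beside log2 fold changes of the same probes. The paper gives no error for them.

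The paper reports 231 differentially expressed genes, and 60 were found here at p up to 0.05, unadjusted, and at least 2-fold, the thresholds of Fig. 6B. The paper's 21 upregulated genes stand against 34 and its 210 downregulated genes against 26. Of the alternatives set before the data were examined, the authors' log2 values came within 1.5 times of all 3 numbers (233 in all, 30 up and 203 down). The methods' t-test on the authors' values without a filter came within it for the total (286) and the downregulated genes (241) but not the upregulated ones (45), and leaving out EGFP mouse 3 for the total only (187). For the upregulated genes alone, an offset of 50 (24), probes detected on all 6 arrays (23), an intensity trend with a robust prior (29), the methods' t-test (20), the mean of a gene's probes (30), and leaving out EGFP mouse 1 (19), NeuroD-EGFP mouse 2 (23) or NeuroD-EGFP mouse 3 (26) came within it. The other alternatives set in advance came within it for none of the 3. After these values were seen, 48 further combinations of detection filter and test were run on the authors' values, counting a gene if any of its probes passed, and none gave both of the paper's counts. Limma on probes detected on at least 4 arrays, chosen after seeing the values, gave 21 up and 219 down, or 21 and 222 with an intensity trend, and on probes with a detection p-value under 0.01 in all 3 mice of a group 21 and 165. Each of these 3 called all 20 genes of Table 1.

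For Wdr92 the paper's value is 1.36 and the value here 1.57, a difference larger than the replicate SD of 0.17. The authors' log2 values, under both tests, gave 1.36, and an offset of 50 (1.44) and leaving out EGFP mouse 1 (1.45) also brought the difference within the replicate SD. Leaving out EGFP mouse 2 (1.57) did not move the value, and the difference lay within the SD only because that widened to 0.23. The other alternatives set in advance did not. The remaining 19 values of Table 1 lay within the replicate SD. That SD is the spread among mice, not the error of a difference between 2 processings of the same arrays. A probe with a wide spread can shift far and still lie within it, so this does not show that the 19 values were reproduced.

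Of the 20 p-values of Table 1, 7 lay within 1.5 times of limma's here, 16 with limma on the authors' log2 values, 4 with the methods' t-test on the values here and 1 with that test on the authors' values. The paper calls the pathways of Fig. 6C altered, from Ingenuity Pathway Analysis of genes changed at least 2-fold. Camera instead tests the net direction of lists written for the re-analysis, so a list with changes both ways can fail it. The results below therefore do not test the paper's pathway calls. Here the glutathione, mineral absorption, sphingolipid and retinol lists did not pass camera at an adjusted p of 0.05, while the interferon and xenobiotic lists did with the preset correlation only. The mineral absorption and glutathione lists passed under several alternatives, array weights and no detection filter among them, and the retinol list without EGFP mouse 3. The xenobiotic list no longer passed in the authors' values, as deposited or centred on ribosomal protein genes, and without EGFP mouse 1, EGFP mouse 2 or NeuroD-EGFP mouse 3. For these 4 lists the side of the threshold depends on the processing or on single mice.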

Other observations

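The tests of hypotheses in this part were chosen after the results were seen. Beyond the lists given above, fatty acid oxidation and PPAR alpha target genes were lower with NeuroD-EGFP (19 genes, 14 negative, median log2 fold change -0.27, camera adjusted p = 0.023, and 0.67 with an estimated correlation). The call was also lost in the authors' values and without EGFP mouse 1, EGFP mouse 2 (median less that of all genes -0.15) or NeuroD-EGFP mouse 2. Acadl, a mitochondrial acyl-CoA dehydrogenase, had a log2 fold change of -0.84 (standard error 0.25) and Cpt1a, the carnitine palmitoyltransferase of mitochondrial fatty acid import, one of -0.35 (standard error 0.15). Among Paneth cell markers (camera adjusted p = 0.0025, and 0.67 with an estimated correlation), a call also lost without EGFP mouse 1 or 2, the defensin Defa26 had 1.02 (standard error 0.28), Clps, a pancreatic colipase also counted in that list, 0.68 (standard error 0.22) and the angiogenin Ang4 1.02 (standard error 0.43), or 1.58 without EGFP mouse 3. Defensin genes are near-identical, so Defa26 is uncertain. Outside the naming rule, Lyz1 had -0.18 (standard error 0.14), lower in every NeuroD-EGFP mouse, and the defensins Defa20 and Defa3 had 0.10 and 0.02. Apob, the apolipoprotein of chylomicrons in the enterocyte and villus tip lists, had 0.95 (standard error 0.17). Among neutrophil markers (camera adjusted p = 0.0099, and 0.67 with an estimated correlation), Ltf had 0.46 (standard error 0.14), and among mesothelium and fat markers (camera adjusted p = 0.015, and 0.67 with an estimated correlation) Upk3b had 1.26 (standard error 0.33) and Lipe 0.57 (standard error 0.19). None of these genes passed an adjusted p of 0.05. Ribosomal protein genes, a control list, had a median of 0.06 (27 genes, camera adjusted p = 0.43).

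Regional genes spread more among EGFP mice than among NeuroD-EGFP mice. The distal list stood at -1.15, -0.49 and 1.49 in EGFP mice 1 to 3 and at 0.0026, 0.11 and 0.45 in the NeuroD-EGFP mice, with no test of the difference in spread. Its group difference did not pass (10 genes, median 0.33, camera adjusted p = 0.25), though it did in the authors' values, with array weights and without EGFP mouse 3, nor did that of the proximal list (11 genes, camera adjusted p = 0.78), whose median, 0.05, and test differ in sign. In EGFP mouse 3 cholesterol synthesis genes were higher than in the other 5 mice by 1.04.

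Without EGFP mouse 3, the 14 genes higher at an adjusted p under 0.05 were Slpi, Igfbp6, Lcn2, Ang4, Edn2, S100a8, Wdr92, Ang5, Mmp7, Pnliprp2, Saa3, Defa26, Gal and Duoxa2, and the 2 lower ones were Alpi and Foxq1. The genes outside the naming rule were chosen after their values were seen, and the angiogenins Ang4 and Ang5 are near-identical. Leaving out any other mouse gave no gene past that threshold. The EGFP mice left, 1 and 2, stood lowest on the distal list, so gut region was not separated from treatment here.

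A hypothesis was that Slpi, Saa3, Lcn2 and Chil1 belong to a wider mucosal inflammatory response in the NeuroD-EGFP mice. The other 20 tested genes of the acute phase list had a median log2 fold change of 0.14, 13 of them positive, and camera gave p = 0.079 (not an exact test) against a bound of 0.05 for the hypothesis and 0.2 against it, and p = 0.42 with an estimated correlation (also not exact). The data therefore leave it open.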
